A study of Mus musculus with 6 samples. Its data were reported in "Protein recoding by ADAR1-mediated RNA editing is not essential for normal development and homeostasis" (2017).

How the data were processed

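The series holds 6 RNA-seq libraries of whole mouse fetal brain at embryonic day 12.5. 3 libraries came from wild-type (WT) embryos and 3 from embryos carrying the E861A allele of Adar, a point mutation that leaves the ADAR1 protein without its adenosine-to-inosine editing activity. Groups were taken from the sample titles. The columns of the deposited tables carry a running number and a genotype mark but no replicate number within a genotype, so each column was assigned to a genotype only and is called here by its running number (FB1, FB2 and FB3 for WT, FB4, FB5 and FB6 for E861A).

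Per the study's methods, the authors sequenced the libraries as paired-end reads, aligned them with STAR to the mm9 (NCBIM37) mouse genome and took the read count per gene that STAR reports. The deposited count table gives raw, unnormalised read counts for 37310 genes, and all of its gene identifiers are those of GENCODE M1 on NCBIM37, from which gene positions were taken. Which strand setting was used for the counts was not established here, so genes that overlap others, on either strand, are less certain. The deposited CPM table holds CPM values, read counts scaled to the total of the 13786 genes the authors kept. Recomputing it from the counts gave values within 0.0005 CPM. The authors' deposited table of the genotype comparison gives a log2 fold change, an average log2 expression and an FDR (an adjusted p-value) per gene, made with edgeR. Its 12 further columns of values per sample were not used. The gene set of the authors' deposited table is that of genes with a CPM of at least 2 in any 3 of the 6 libraries, which gave 13786 genes. The rule used here, a CPM of at least 2 in all 3 libraries of either genotype, gave 13642.

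Counts were analysed in R 4.3.3 with edgeR 4.0.16. Library sizes were totals over all genes, scaled by TMM factors between 0.993 and 1.01. A quasi-likelihood F test, two-sided, with genotype as the only term, was followed by Benjamini-Hochberg adjustment over the 13642 genes (FDR). Genes with an FDR below 0.05 are named as called, and a second criterion added an absolute log2 fold change above 1 with no further test. Standard errors (SE) of log2 fold changes were the absolute log2 fold change divided by the square root of F. CPM values in the text use the TMM-scaled library sizes and are given as mean ± SD of the 3 libraries of a genotype. Where all WT libraries held 3 reads or fewer, the fold is given as a lower bound against 3 reads in a library of mean WT depth. This bound covers counting error only, as the reads carried no molecular identifiers.

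Gene lists were written from general knowledge before the data were examined: interferon-stimulated genes, antigen presentation, p53 targets, integrated stress response, neurons, neural progenitors, proliferation, erythroid cells, macrophages and microglia, and endothelium. These 10 lists were tested with camera (limma 3.58.1, preset inter-gene correlation of 0.01, log2 CPM with a prior count of 2), adjusted over the 10 lists. A list of interferon ligand genes was counted without a test, since none of its genes passed the expression filter. The genes named were also set before the data were examined: the 4 interferon-stimulated genes the study measured by qRT-PCR, Adar, Adarb1, Adarb2 and Ifih1, the 8 largest rises and 5 largest falls among called genes whose libraries did not overlap between genotypes, the highest and lowest member of each list, and sex-linked genes. An item that this rule selects is not reported here. Other genes are said to have been chosen after their values were seen. 4 further lists (immediate early and heat shock, hypoxia, otic epithelium, and fetal liver and yolk sac) were written after the main comparison had been seen and before they were tested.

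The alternatives set before the data were examined were RLE, upper-quartile and library-size scaling, DESeq2 1.42.0, edgeR's likelihood ratio and exact tests, limma voom, no expression filter, filterByExpr, a CPM minimum of 10, an FDR threshold of 0.01, leaving out each library in turn, fry, camera with an estimated correlation, and the mean of a list in place of its median. Chosen after seeing the data were the authors' gene set with the quasi-likelihood test, the same gene set with a likelihood ratio test on tagwise dispersions, embryo sex as a covariate, and the removal of trends with exonic length and GC content in each library (natural splines with 4 degrees of freedom each, fitted on genes with a mean above 5 CPM). The trend removal was first run without centring each trend. That form was replaced after its result had been seen, because it shifted the median log2 fold change of all genes to -0.05, and both forms are reported in the closing section.

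The main test was tested on simulated data with the real library sizes and expression levels. Of 13642 genes, 200 were changed, 198 of them were called (99.0%), and 8 unchanged genes were called (3.88% of the calls). The simulated changes were balanced in direction, so this test did not cover a one-sided change such as the one in these data. None was smaller than 1 in absolute log2 fold change, whereas only 285 of the 663 genes called below had one above 1. Dispersions followed the fitted trend with expression, with no added variation between genes and no length or GC trends. The share called therefore does not give the sensitivity for smaller or noisier changes. Pairs of libraries within a genotype differed by more than sampling noise (chi-square per degree of freedom of at least 8.82), so no library was treated as a duplicate. The gene set test the study ran on a fetal liver signature was not analysed here.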

Results

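RNA-seq read counts were compared between WT and E861A mouse fetal brain at embryonic day 12.5, with 3 libraries per genotype. Total reads assigned to genes were 42505151 ± 899208 in WT (SD, n = 3) and 40692517 ± 2606030 in E861A (SD, n = 3), and ranged from 37702958 in FB5 to 43504548 in FB2. The first principal component of log2 CPM held 84.2% of the variance and separated the genotypes. Pearson's r of log2 CPM, across genes, which are not independent replicates, was 0.990 to 0.997 for pairs within a genotype and 0.954 to 0.969 for pairs between genotypes.

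The sex of the embryos was read from sex-linked genes. Xist, the X-inactivation transcript, had 117689 reads in WT library FB1, 115530 in E861A library FB4 and 75646 in E861A library FB5, where Ddx3y, Kdm5d, Uty and Eif2s3y together had at most 7 reads. In the other libraries Xist had at most 23 reads and the 4 Y-linked genes had at least 12032. The libraries thus split into 1 female and 2 male in WT and 2 female and 1 male in E861A. This differs from the methods of the study, which describe the animals as male. With embryo sex as a covariate, an alternative chosen after seeing the data, 546 of the 663 genes called below were called again.

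**Figure D1:**
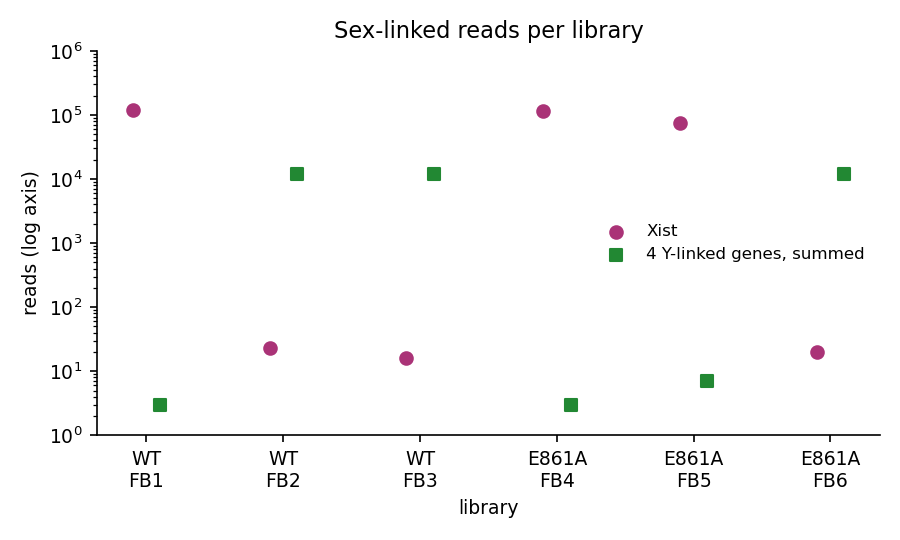
Reads of Xist (circles) and of 4 Y-linked genes summed (squares) on a log axis in each library, labelled by genotype. Xist lies at 75646 reads or more in FB1, FB4 and FB5 and at 23 or fewer in FB2, FB3 and FB6.

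The allele changes one codon of Adar, so its transcript was measured first. Adar (ENSMUSG00000027951, NCBIM37 chromosome 3, 89518944 to 89557368) rose from 109 ± 2.95 CPM in WT to 288 ± 20.6 CPM in E861A (SD, n = 3), a log2 fold change of 1.40 (SE 0.07, edgeR quasi-likelihood FDR 3.4e-06). The counts do not show the mutated base, so they are no check of the genotype labels. The related genes Adarb1 and Adarb2 were not called, with log2 fold changes of -0.16 (SE 0.13, edgeR FDR 0.57) and -0.02 (SE 0.14, edgeR FDR 0.96). The sign for Adarb2 changed under several alternatives.

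The study asked whether innate immune sensing is active in editing-deficient mice that lack the RNA sensor MDA5, the product of Ifih1, and used fetal brain as a comparator. The labels do not give the Ifih1 genotype of these embryos. The study's results and its qRT-PCR legend describe E861A fetal brain with intact MDA5, while its methods for these libraries name Ifih1-/-. For adult tissues without MDA5 it reported unchanged or subtly raised interferon-stimulated genes. The rises below were far larger, which argues against MDA5 loss in these embryos, although the ages differ. The 4 interferon-stimulated genes (ISGs) the study chose for qRT-PCR were all higher in E861A. Ifi44 (chromosome 3, 151393886 to 151412911) went from 0.363 ± 0.149 to 125 ± 19.3 CPM (SD, n = 3), a log2 fold change of 8.42 (SE 0.22, edgeR FDR 6.6e-08) or 343-fold. Rsad2 (chromosome 12) rose 235-fold, with a log2 fold change of 7.87 (SE 0.27). Cxcl10 (chromosome 5) rose 59.1-fold, with a log2 fold change of 5.88 (SE 0.54). Its WT reads were 18 in FB1, 3 in FB2 and 5 in FB3, and without FB1 the log2 fold change was 6.99. Ccl2 (chromosome 11) rose 20.2-fold, with a log2 fold change of 4.34 (SE 0.19) from 9, 12 and 11 WT reads. Ifih1 itself (chromosome 2, 62433850 to 62484312) went from 2.60 ± 0.319 to 103 ± 14.3 CPM (SD, n = 3), a log2 fold change of 5.31 (SE 0.14).

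**Figure D2:**
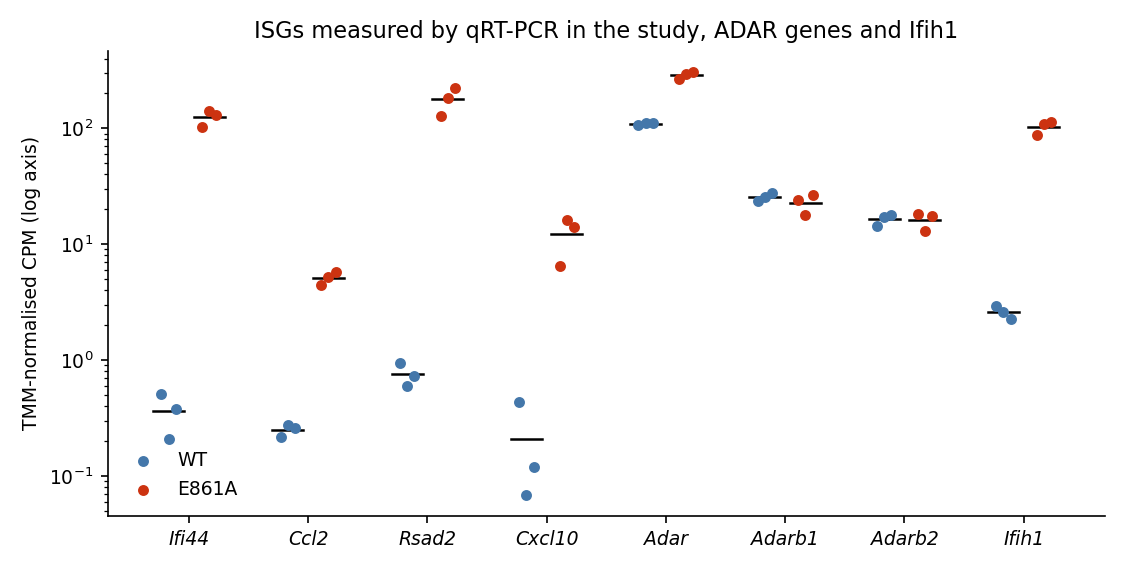
TMM-normalised CPM on a log axis for the 4 ISGs, Adar, Adarb1, Adarb2 and Ifih1. Points are libraries (WT blue, E861A red) and bars are means of 3 libraries. The genotypes do not overlap for any ISG, for Adar or for Ifih1, and they overlap for Adarb1 and Adarb2.

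Across the 13642 genes tested, 663 had an FDR below 0.05 by the edgeR quasi-likelihood test. Of these, 629 were higher and 34 lower in E861A, so 94.9% of the calls were rises. With an absolute log2 fold change above 1, 285 genes were left, 282 higher and 3 lower. The total moved in both directions with the processing, up to 947 genes with edgeR's likelihood ratio test and down to 402 with a CPM minimum of 10, among 10726 tested. Leaving out one library at a time gave 421 to 693 genes. The lower calls were the less stable side, at 12 without WT library FB3 and 80 without E861A library FB6. The libraries of the genotypes did not overlap for 3253 genes (23.8%), where chance gives 10%. Of the 663 genes, 628 were also called in the authors' deposited table, which holds 802 genes with an FDR below 0.05, 745 higher and 57 lower.

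**Figure D3:**
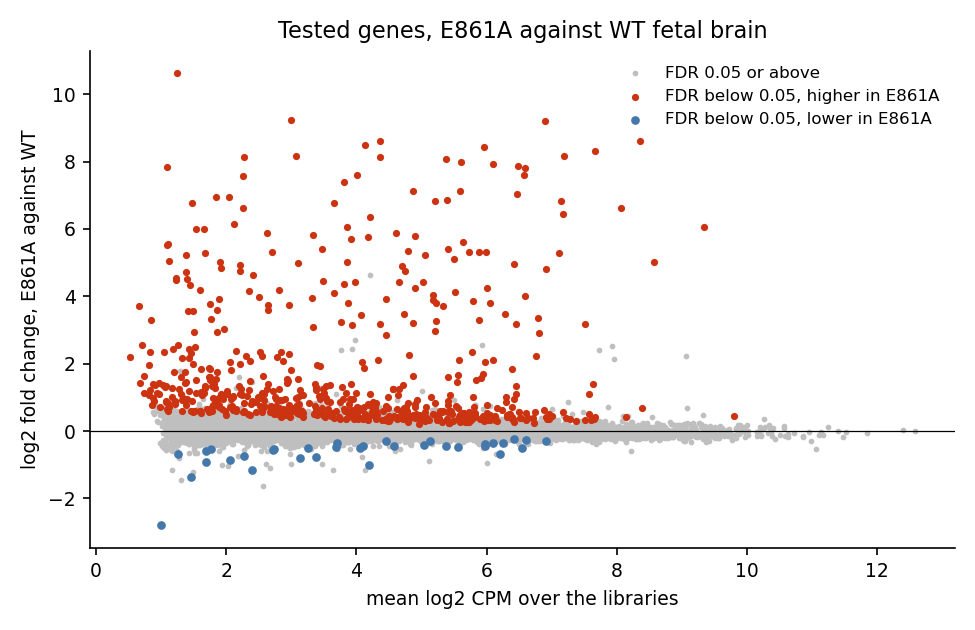
Log2 fold change of E861A against WT by mean log2 CPM for the 13642 genes tested, with called genes in red (629 higher) and blue (34 lower) and the others in grey. The rises reach far larger sizes than the falls.

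Among called genes with no overlap between genotypes, the 8 largest fitted rises were those of Apol9a, Tgtp2, Ifit1, Ifit3b, Oasl2, Oas1g, Ifi44 and Isg15. Apol9a had 0 reads in each WT library and 142, 211 and 222 in E861A, which makes it at least 67.1-fold higher. Tgtp2 had 3, 0 and 0 WT reads and was at least 226-fold higher. Ifit1 (chromosome 19) rose from 0.401 ± 0.0691 to 239 ± 51.2 CPM (SD, n = 3), a log2 fold change of 9.21 (SE 0.24). Oasl2 (chromosome 5) reached 656 ± 117 CPM (SD, n = 3) from 1.68 ± 0.291, and Isg15 (chromosome 4) 407 ± 70.9 CPM from 1.28 ± 0.146. Apol9a, Tgtp2, Ifit3b and Oas1g have close paralogs that can share reads, so their values are uncertain.

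The 5 largest falls were smaller. BC051142 (chromosome 17, 34535765 to 34597679) fell from 3.38 ± 0.347 to 0.487 ± 0.102 CPM (SD, n = 3), a log2 fold change of -2.80 (SE 0.18, edgeR FDR 1.9e-05). Gm17709 had a log2 fold change of -1.38 (SE 0.12), Nlrp5-ps of -1.17 (SE 0.17), Fam46c of -0.9995 (SE 0.22) and Slc6a13 of -0.93 (SE 0.15). Fam46c (edgeR FDR 0.035) was no longer called in 5 of the 6 fits that left out one library. The annotation lists Gm17709 as a pseudogene, and the identifier of Nlrp5-ps as the protein-coding gene Vmn1r90, a name that differs from the one in the count table. Both can share reads with related genes, so their values are uncertain.

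All 55 tested members of the interferon-stimulated list were called higher, both over all genes and adjusted over the list alone. Their median log2 fold change was 5.70, from 1.83 for Stat2 to 9.21 for Ifit1 (camera FDR 9.6e-109). Leaving out WT library FB3 moved the median most, to 5.54. Of 17 tested antigen presentation genes, 15 were called higher over all genes and 15 adjusted over the list alone, with a median of 3.17, a maximum of 6.35 for Nlrc5 and a minimum of -0.12 for Calr. The list holds families of near-identical genes whose members can share reads.

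The integrated stress response list, genes that follow reduced translation initiation, was higher in E861A for all 22 members. The median log2 fold change was 0.65 (camera FDR 2.2e-26), 17 genes were called over all genes and 21 adjusted over the list alone. Chac1 rose most, with 44, 37 and 39 reads in WT and 474, 446 and 484 in E861A, a log2 fold change of 3.61 (SE 0.12). Atf4 rose least, at 0.15 (SE 0.07), and was not called. Of 20 p53 targets, 5 were called higher over all genes and 6 adjusted over the list alone, with a median of 0.13, from -0.14 for Trp53inp1 to 1.26 for Sesn2.

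Lists of brain cell types moved little. The median log2 fold change was -0.12 for 24 neuronal genes, from -0.21 for Elavl3 to 0.17 for Nefl, and -0.09 for 21 neural progenitor genes, from -0.31 for Eomes to 0.40 for Slc1a3. It was -0.10 for 22 proliferation genes, from -0.33 for Cenpf to 0.07 for Plk1. Over all genes, 0 neuronal and 0 proliferation genes were called, while 3 and 4 of them were lower at an unadjusted p below 0.05. 2 progenitor genes were called higher, and adjusted over the list alone there were 2 higher and 1 lower. Single libraries moved the size of these medians in both directions. The neuronal median was -0.07 without FB5 and -0.16 without FB4, the progenitor median -0.03 without FB5 and -0.14 without FB1, and the proliferation median -0.05 without FB4 and -0.13 without FB5.

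Other cell types differed more. 14 of 20 macrophage and microglia genes were called higher and 1 lower over all genes, and 15 and 3 adjusted over the list alone. Ctss had the highest log2 fold change, 1.21 (SE 0.14), and P2ry12 the lowest, -0.69 (SE 0.14, edgeR FDR 0.027). P2ry12 was no longer called in 5 of the 6 fits that left out one library, nor with embryo sex as a covariate. The median was 0.82. All 18 endothelial genes had log2 fold changes above 0, from 0.02 for Tie1, whose sign changed under some alternatives, to 0.80 for Plvap, with a median of 0.35. 6 of them were called higher over all genes and 15 adjusted over the list alone. The 18 erythroid genes had a median of -0.52, with the lowest value, -1.11, for Epb42. None was called over all genes, with 7 lower at an unadjusted p below 0.05, and 2 were lower and 1 higher adjusted over the list alone. Without FB4 the erythroid median was -0.19, and with no expression filter, where 21 members were tested, it was -0.14. Under both fry and an estimated correlation, the calls for the interferon-stimulated, antigen presentation, integrated stress response and endothelium lists held. Those for p53 targets and for macrophages and microglia held under fry only, and those for neurons, proliferation and erythroid cells held under neither. The neural progenitor list was not called (camera FDR 0.15).

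**Figure D4:**
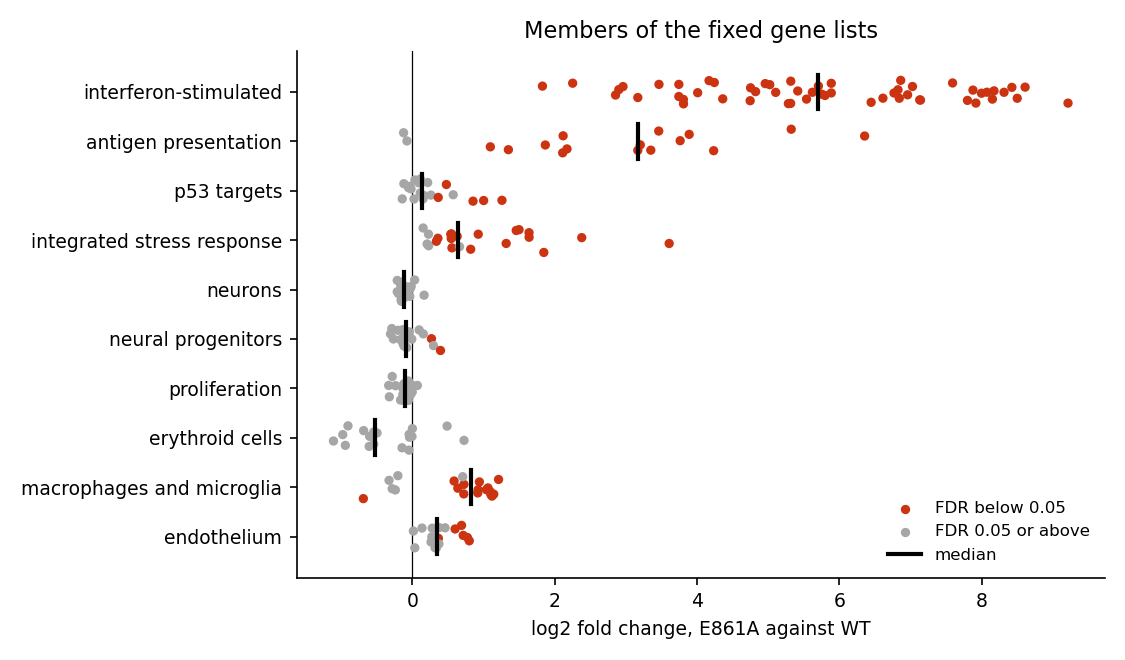
Log2 fold change of E861A against WT for each tested member of the 10 lists, red at an FDR below 0.05 and grey otherwise, with the median as a black bar. The interferon-stimulated members lie between 1.83 and 9.21, and the neuronal members between -0.21 and 0.17.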

Values the study reported

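The study kept 13,786 genes in fetal brain and reported 808 of them as differentially expressed at an FDR below 0.05, of which it gave 745 as up and 57 as down. The counts up and down do not add up to the total it gives. With an added requirement on the size of the change it reported 303 genes, 294 up and 9 down. By qRT-PCR, it found 4 ISGs raised between about 125-fold and about 550-fold in E861A fetal brain.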

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

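The test in this part was chosen after the result was seen. Ifnb1, a type I interferon gene outside the comparison of the report because it fell under the expression filter, had 9 reads in the E861A libraries (2 in FB4, 2 in FB5 and 5 in FB6) and 0 in each WT library. It was singled out because reads appeared in E861A in a gene with none in the controls. All 17 interferon ligand genes together had 5 reads in WT and 22 in E861A, and the exact permutation test of this total gave p = 0.10, two-sided, the smallest that 3 libraries against 3 can give. Deeper sequencing of E861A is argued against, because the mean E861A total was 95.7% of the WT mean. So few reads can come from misplaced alignments, which counts per gene do not show. A low level of interferon transcription in E861A brain stays open as a hypothesis, with no fold given at this depth.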

How the results depend on the processing

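The log2 fold changes of Ifi44, Ccl2, Rsad2, Cxcl10 and Adar kept their direction and their side of the FDR threshold under every alternative that tested them. So did the medians of the interferon-stimulated, antigen presentation, integrated stress response and endothelium lists. For these lists, DESeq2, edgeR's likelihood ratio and exact tests and limma voom gave the same camera FDRs as the main comparison. Those settings therefore tested only the direction and size of a list median, not its side of the threshold. Cxcl10 ranged from 5.47 to 6.99 across the fits that each left out one library, the widest range of the 5 genes. The interferon-stimulated median ranged from 5.54 to 5.85 across those fits.

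The total number of called genes, 663, rose to 947 with edgeR's likelihood ratio test, 938 with its exact test, 918 without a filter and 891 with DESeq2. It fell to 402 with a CPM minimum of 10, where fewer genes were tested, and to 411 at an FDR threshold of 0.01. The genes higher in E861A went from 629 to 387 and 400 under these settings. The genes lower in E861A, 34, went to 15 and 11. They numbered 81 with DESeq2, 81 with edgeR's likelihood ratio test, 79 with its exact test and 53 without a filter. They numbered 57 with the authors' gene set and the likelihood ratio test on tagwise dispersions, which also gave 802 genes in all. Genes with an absolute log2 fold change above 1 went from 285 to 468 without a filter and 142 with a CPM minimum of 10, and those above 1 from 282 to 454 and 142. Those below -1, 3 in the main comparison, numbered 6 with DESeq2, 9 with each of edgeR's 3 other likelihood ratio and exact settings, 14 without a filter, 8 with filterByExpr and 0 with a CPM minimum of 10. Calls shared with the authors' deposited table went from 628 to 778 with the likelihood ratio test.

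Leaving out one library gave 421 to 693 called genes, 406 to 613 higher and 12 to 80 lower, and 2 to 14 with a log2 fold change below -1. These fits have fewer samples. The lowest total came without FB2, and the highest lower count without FB6, whose cause was not tested.

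Removing length and GC trends, chosen after seeing the data, gave 728 higher and 87 lower genes. In the form tried first, which did not centre the trends, there were 613 higher and 279 lower, so rises made up 68.7% of the calls against 94.9%. That form moved the median log2 fold change of all genes to -0.05, because the mean deviation it removed includes the large one-sided rises. Of the 34 lower genes of the main comparison, 33 were called again in this form and 32 in the centred form. It also put the erythroid median at -0.62, just above the threshold (camera FDR 0.05001).

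Several list calls depended on the set test. An estimated correlation removed the calls for p53 targets (median 0.13), neurons (-0.12), proliferation (-0.10), erythroid cells (-0.52), and macrophages and microglia (0.82). Fry removed those for neurons (-0.12), proliferation (-0.10) and erythroid cells (-0.52). The cause was not tested. The erythroid median ranged from -0.75 to -0.19 across the fits that left out one library and lost its call without FB4. It also depended on the expression filter, at -0.14 with no filter and -0.15 with filterByExpr, where 21 members were tested in place of 18, and kept its call under both.

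Adarb2 changed sign with embryo sex as a covariate (0.058), with trends removed (0.074 centred, 0.025 uncentred) and in 3 fits that left out one library, which ranged from -0.110 to 0.114. Tie1 changed sign with uncentred trends (-0.019) and in 2 of those fits, which ranged from -0.013 to 0.051. Neither gene was called under any of these, so the sign is within error. Among other single genes, 1 result was weaker and 15 stronger under alternatives that kept all libraries, and 10 were weaker with one library left out, among them P2ry12 and Fam46c.

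No paired analysis was possible because the columns of the deposited tables carry no replicate number within a genotype. Depth limits the genes with 3 or fewer WT reads, for which only a lower bound on the fold is given.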

Other observations

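Apart from the splits of the libraries, the tests in this part were chosen after the main comparison had been seen, those on embryo sex, length and GC trends, handling and fetal liver genes included. For hypoxia, macrophages, erythroid genes, Oc90, ribosomal RNA and linkage to Adar, values that bear on the test had also been seen, and for handling the criterion was set after its value was known. Genes named here outside the lists were chosen after their values were seen.

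3 libraries against 3 make 10 splits, so no share below 0.1 can be reached. Only the real split, 1 of the 10, gave as many as 663 called genes, 1 of the 10 gave as many as 285 with an absolute log2 fold change above 1, and 1 of the 10 gave an interferon-stimulated median as large as 5.70. The most called genes in any other split was 6. That split set FB1, FB4 and FB5 against the rest, which is the split by embryo sex.

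The number of lower calls was 34. That is lower than the value quoted from the study above. The number of genes with a log2 fold change below -1 was 3. That is also lower than the value quoted from the study. The authors' gene set with a likelihood ratio test on tagwise dispersions gave 57 lower calls and 9 genes below -1. The same gene set with the main test gave 33 and 3. The choice of test, rather than the gene set, can therefore account for both differences. Cxcl10 was 59.1-fold and Ccl2 20.2-fold higher in these counts. Both are lower than the qRT-PCR range quoted from the study. For Cxcl10 this rests on WT library FB1. Without it the log2 fold change was 6.99, at the low end of that approximate range, from 3 and 5 WT reads in FB2 and FB3. The qRT-PCR values were relative to Ppia, a different measure from these counts, so the folds need not match.

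Embryo sex and library trends were weighed as sources of the calls. With embryo sex as a covariate 82.4% of the called genes were called again, and with length and GC trends removed 97.3% were, as were 94.1% of the genes lower in E861A. With embryo sex as a covariate, 23 of the 34 lower genes were called again. These argue against either as the whole source of the calls. Whether embryo sex contributes to the other lower calls stays open, since the sexes were unbalanced between the genotypes. The trends themselves were visible: the shortest 10% of genes lay 0.13 above and the longest 10% 0.16 below the genotype mean (log2) in FB5, with the opposite order in FB6. Strain variants carried beside the targeted allele were weighed for the lower calls. 2 of the 34 lie within 20 Mb of Adar, where 2.24% of tested genes lie (Fisher's exact test p = 0.18). Most lower calls thus lie outside this window, which argues against linkage as the main source. So small a count cannot exclude an excess near Adar, and Fam46c (chromosome 3, 100255551 to 100293247) lies within the window.

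The integrated stress response list was higher in every E861A library, with medians relative to WT of 0.68, 0.64 and 0.63 in FB4, FB5 and FB6. Embryo sex (median 0.62 with the covariate) and length and GC trends (0.63 with them removed) are argued against. Hypoxia of the FB4 embryo alone is argued against too, since the median was 0.62 without that library. Handling of the tissue stays open: a list of immediate early and heat shock genes rose by a median of 0.54, with 9 of 16 called higher. Hspa1a at 2.55 and Junb at 1.48 were among them, while Dnajb1 at 0.002, Hspb1 at 0.25 and Jun at 0.15 were not called. The list rose in every E861A library, with medians of 0.49, 0.68 and 0.50 in FB4, FB5 and FB6. It therefore cannot tell handling apart from a response to the genotype. A milder hypoxia in all E861A embryos cannot be told apart from other sources. The hypoxia list had a median of 0.48, but per library it was 0.83, 0.30 and 0.33, which the stress list did not follow. A stress response to the E861A genotype itself may be involved and is untested.

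Macrophage and microglia markers moved apart. A higher share of all macrophages would raise every marker, and 3 members were lower at an unadjusted p below 0.05, among them P2ry12 (-0.69, called with all 6 libraries but not in 5 of the 6 fits that left one out, nor with embryo sex as a covariate, FDR 0.055) and Cx3cr1 (-0.33), while Ctss (1.21) and C1qa (1.04) rose. This argues against a uniform rise in macrophages. A change of state within them may be involved and is untested.

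Erythroid genes did not fall alike. A lower share of blood would keep the ratio of Hba-a1 to Hbb-bh1 reads, but it was 1.86 ± 0.0510 in WT and 1.23 ± 0.288 in E861A (SD, n = 3), with no overlap (exact permutation p = 0.10, two-sided, the smallest possible). This argues against a lower share of blood as the whole source. A difference in the kind or stage of red cells may be involved and is untested.

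Oc90, an otoconial gene of the inner ear, had 8, 4 and 9 reads in WT and 237, 2106 and 1523 in E861A, a log2 fold change of 7.59 (SE 1.03, edgeR FDR 0.0028). Of 19 other otic epithelium genes, 16 were highest in FB5 or FB6, the libraries with the most Oc90, where chance gives 6.33. The list median was 0.32 and did not pass the threshold (camera FDR 0.073), and 9 of the list's genes are expressed in WT brain at 2 CPM or more. More otic tissue in these samples is a candidate source. Whether it follows dissection or genotype was not tested.

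Afp has a log2 fold change of -5.94 in the authors' deposited table, with an FDR of 5.5e-05. Its reads were 246, 7177 and 0 in WT and 108, 4 and 3 in E861A, so FB2 decides the value. Of 18 other fetal liver and yolk sac genes, 16 were highest in FB2, among them Apob with 931 reads and Apoa1 with 624. Alb was highest in FB1 and Ttr in FB3. Such material in FB2 is a candidate source. As a list, the 2 tested members had a median of -0.34 (camera FDR 0.85).

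Lars2 and Gm23935 varied together, at 96098 and 45471 reads in FB4 and 3268 and 996 in FB2. The mitochondrial ribosomal RNA gene mt-Rnr2 was also highest in FB4, at 438 CPM. Ribosomal RNA carried over in some libraries is a candidate source. FB1 was second for Lars2 and Gm23935 but not for mt-Rnr2, which this does not explain.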
